A study of Homo sapiens with 32 samples.

How the data were processed

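The deposited table holds whole-number counts per gene for 32 poly(A)-selected libraries of HCT116 cells. Per the labels' protocols, the libraries were made with a directional kit and sequenced with paired reads of 100 bases. The aligner, the counting tool, the genome build and the annotation behind the counts are not stated, and neither is whether counting used the strand, so overlapping and antisense genes are uncertain. The table has 60660 gene identifiers, of which 42060 carried a usable symbol in the name table and 22333 had no count in any library. No identifier stood for unassigned reads.

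Groups were taken from the sample titles. For the control libraries of IGF2BP2 knockout clone G6, title and library name say control while the treatment characteristic says tunicamycin; they were placed in DMSO by title, and the fits were repeated without them. Per the labels' protocols, IGF2BP3 knockout clones and parental cells received 5 µg/mL tunicamycin for 4 h, with DMSO at 1:1000 as control; dose and time for the IGF2BP2 knockout clones are not stated there. Replicate libraries were compared by a chi-square test of their counts, and the statistic per degree of freedom was 4.95 to 28.2 for the 16 replicate pairs and 1.76 to 8.55 between the parental samples, so none was treated as a duplicate.

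Each comparison was fitted to the libraries of the groups compared with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr and the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Comparisons of genotypes had no covariate. Comparisons of treatments and interactions had the line as a term, and comparisons of lines had treatment as a covariate. The SE given is the one implied by the quasi-likelihood F statistic. CPM values are TMM-normalized over all 32 libraries. Gene lists for ATF6, IRE1/XBP1, PERK/ATF4, p53, interferon and cholesterol genes were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation preset to 0.01); 93 of the 101 list genes passed the filter. Designs, lists, groups and most alternatives were fixed before the data were examined. Genes of these lists and of the targeted family could always be named. Beyond them, up to 3 genes with the largest increase and 3 with the largest decrease were named per comparison, among called genes with a symbol and a mean count of at least 100. Between genotypes every clone had to lie beyond every comparison line, and between treatments every line had to move the same way. Positions come from GENCODE release 29 on GRCh38, which may not be the annotation behind the counts.

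The replicate number separated the libraries. Principal component 1 (30.7% of the variance) separated tunicamycin from DMSO and component 2 (15.3%) separated replicate 1 from replicate 2. Deviations from the mean of each line and treatment correlated between same-numbered libraries with r 0.0878 to 0.549 (median 0.375) over 120 pairs of 16 such cells, and 119 exceeded 0.1. The criterion set for pairing asked for every pair to exceed 0.1, so 1 pair missed it. The replicate number was therefore treated as a batch rather than as an established pairing: the main design has no such term, and values with the replicate block are printed beside results they move. Without the term, the difference between replicate numbers stayed in the residual of the main fits. Replicate 1 libraries had counts for 21259 to 23139 genes and replicate 2 libraries for 23423 to 24267.

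Alternatives were DESeq2 1.42.0 (alone, and with the replicate block), its size factors in edgeR, no filter on low counts, a mean CPM of at least 1, all 32 libraries in one fit, counts summed per line, no line term, a log2 fold change above 1, the clone G6 control libraries left out, and each clone or parental replicate left out. Lists were also tested with fry and with an estimated correlation. The fits were tested on simulated counts with 200 changed genes: at a log2 change of 1 the comparison of IGF2BP3 knockout with parental cells in DMSO recovered 162 of 200, and the false share of calls over the simulated comparisons was 3.01% to 7.22%. Libraries were drawn independently there, with no differences between clones or replicate numbers beyond the changed genes. These shares therefore do not give the share of false calls in the real comparisons. In simulated list tests, 8 of 8 shifted lists and 1 of 40 unshifted ones had p under 0.05. Genes were drawn independently there, so false calls from correlation among a list's genes were not tested. The simulated shift was also larger than any list difference found for an interaction. Other splits of the libraries were refitted, at most 100 per comparison and 60 for interactions. Figures were drawn with matplotlib.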

Results

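Poly(A)-selected RNA was sequenced from HCT116 cells, a human colorectal carcinoma line, in 32 libraries. IGF2BP3 and IGF2BP2 encode RNA-binding proteins of one family, and each had been disrupted with Cas9 in separately sorted single-cell clones. Tunicamycin blocks N-linked glycosylation and so brings on the unfolded protein response (UPR), the cell's reaction to misfolded protein in the endoplasmic reticulum. The 6 groups were parental cells (4 libraries in DMSO, 4 in tunicamycin), IGF2BP3 knockout (6 and 6) and IGF2BP2 knockout (6 and 6). Each knockout was represented by 3 clones and each clone by 2 libraries per treatment. The parental groups held 2 parental samples with 2 libraries each. Total counts ran from 16651438 to 24913021 per library, with a median of 21441775.5.

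The levels of the targeted genes were examined first. IGF2BP3 (ENSG00000136231_14) stood at 76.6 ± 6.36 CPM (library-normalized counts; SD, n = 4) in parental DMSO libraries and at 27.7 ± 10.8 CPM (SD, n = 6) in IGF2BP3 knockout DMSO libraries. The log2 fold change was -1.48 (SE 0.203, adjusted p 0.00251 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 knockout libraries lay below all 4 parental libraries. In tunicamycin the change was -1.16 (SE 0.236, adjusted p 0.0439 in the same edgeR test). All 6 knockout libraries again lay below all 4 parental libraries, but the call was close to the threshold: it was lost in 6 of the 7 fits that each left out a clone or a parental replicate, with adjusted p values of 0.0857 without clone A3, 0.138 without clone E4, 0.164 and 0.1 without replicates 1 and 2 of parental sample 1, and 0.106 and 0.118 without those of sample 2. Over all alternatives it ran from 5.86e-06 to 0.164. With counts summed per line, the adjusted p was 0.0512 in DMSO and 0.151 in tunicamycin by edgeR. IGF2BP3 transcript therefore stayed measurable in every knockout library. Over both treatments its level was 23.1 CPM in clone A3, 21.8 CPM in clone E4 and 45.3 CPM in clone D12, and it differed among these clones (adjusted p 5.14e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IGF2BP2 (ENSG00000073792_16) stood at 176 ± 17.9 CPM (SD, n = 4) in parental DMSO libraries and at 86.3 ± 5.20 CPM (SD, n = 6) in IGF2BP2 knockout DMSO libraries. Its log2 fold change was -1.02 (SE 0.0644, adjusted p 1.39e-05 by edgeR) in DMSO and -0.86 (SE 0.0544, adjusted p 1.48e-05 by edgeR) in tunicamycin. With counts summed per line the tunicamycin adjusted p became 0.0513 by edgeR, the highest of its alternatives, which went down to 4.87e-43. Neither gene changed detectably in the other knockout in DMSO, taken as a group. IGF2BP3 in IGF2BP2 knockout had an adjusted p of 0.999 by edgeR, but its clones lay on both sides of the parental samples. It averaged 94.7 CPM in clone G6, 65.5 CPM in B7 and 68.7 CPM in F6, against 76.74 CPM and 76.45 CPM in the parental samples. IGF2BP2 in IGF2BP3 knockout stood at 168 ± 13.0 CPM (SD, n = 6), a log2 fold change of -0.08 (adjusted p 0.672 by edgeR). The third family member, IGF2BP1, averaged under 1 CPM in each group.

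**Figure D1:**
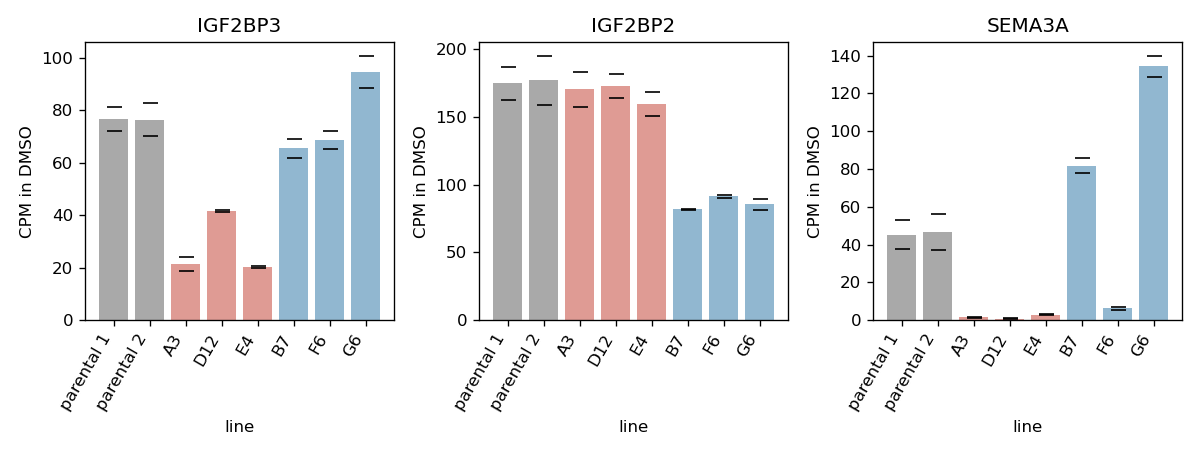
Bars give the mean CPM in DMSO of IGF2BP3, IGF2BP2 and SEMA3A (y axes) for each line (x axis), and the short lines mark its 2 libraries. IGF2BP3 averaged 41.5 CPM in clone D12 and 20.2 CPM in clone E4, and SEMA3A was low in the IGF2BP3 knockout clones and in IGF2BP2 knockout clone F6.

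The guide sequences were located in the GRCh38 annotation (GENCODE release 29), since the build behind the counts is not stated. Clones A3 and E4 shared the guide TGGCACCGACTGATAGAGCT, which matches chromosome 7 from 23319200 to 23319219, in the coding sequence of exon 11 of 15 of IGF2BP3. Clone D12 was made with ACGCGTAGCCAGTCTTCACC, which matches chromosome 7 from 23469990 to 23470009, in the coding sequence of exon 1. The IGF2BP2 clones B7 and F6 shared GAGCTGCCGGAGGTCGTCGG, at chromosome 3 from 185824895 to 185824914, and clone G6 was made with AGGCGTAGCCGGACTTCAGC, at chromosome 3 from 185824837 to 185824856. Both sites lie in the coding sequence of exon 1 of IGF2BP2. Each site is followed by an NGG motif. The edited alleles were not analysed here.

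To ask what loss of IGF2BP3 changed in unstressed cells, knockout and parental DMSO libraries were compared over 14568 genes. The test called 235 genes, 75 higher and 160 lower in the knockout, with a median absolute log2 fold change of 0.40. Library numbering mattered: with the replicate number as a block the count was 513 (203 higher, 310 lower), and all 235 genes were called again. The count was sensitive to the unit and to the parental libraries. Treating each line as the unit, by summing its libraries, left 47 genes. It fell to 82 without replicate 1 of parental sample 1, 83 without replicate 1 of sample 2, 134 without replicate 2 of sample 1 and 127 without replicate 2 of sample 2. Leaving out a clone changed it by less than 1.5 times, up to 274 genes without E4. The alternative that moved it most was a requirement of an absolute log2 fold change above 1, with 33 genes. The highest count was 728, with DESeq2 and the replicate block, added after seeing the data.

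Among the genes chosen by the naming rule, SEMA3A (ENSG00000075213_11, chromosome 7 from 83955777 to 84492724) fell most, with a log2 fold change of -4.72 (SE 0.243, adjusted p 2.07e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PKIB fell by 1.89 on the log2 scale (adjusted p 0.000523 by edgeR). The largest increases were in H1-2 (1.45, adjusted p 0.00337 by edgeR), H2AC6 (1.40, adjusted p 0.0054) and LAMA3 (1.06, adjusted p 0.00556), and for H2AC6 and LAMA3 the summed counts gave 0.0716 and 0.0597. Over the alternatives the adjusted p ran from 3.2e-10 to 0.0716 for H2AC6 and from 5.77e-07 to 0.276 for LAMA3 (highest with all 32 libraries in one fit). Histone genes have near-identical copies among which the counting could divide reads, so the values of H1-2 and H2AC6 are uncertain. The libraries were also poly(A)-selected, so the values do not give the level of histone RNA without a poly(A) tail. The clones of the other knockout did not all stay at the parental level for these genes. SEMA3A averaged 45.3 CPM and 46.6 CPM in the 2 parental samples in DMSO, 6.26 CPM in IGF2BP2 knockout clone F6, and 81.8 CPM and 134 CPM in clones B7 and G6. LAMA3 stood at 9.56 CPM in clone F6, above each IGF2BP3 knockout clone.

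The same comparison for IGF2BP2 called 2 of 14564 genes, both lower, and 690 genes had an unadjusted p under 0.05. They were IGF2BP2 itself and FSTL3 (log2 fold change -0.49, SE 0.0633, adjusted p 0.0292 by edgeR). FSTL3 lost its call in 5 of the 7 fits that left out a line or parental replicate, with adjusted p values of 0.194 without clone B7, 0.198 and 0.146 without replicates 1 and 2 of parental sample 1, and 0.263 and 0.130 without those of sample 2. Over all alternatives it ran from 8.07e-08 to 0.993, the highest with counts summed per line. The count changed with the libraries used: without clone G6 it was 47, without clone F6 it was 8, and without clone B7 or any of the 4 parental replicates it was 1. With all libraries kept, DESeq2 called 12 genes, and 33 with the replicate block. Set directly against IGF2BP2 knockout, IGF2BP3 knockout in DMSO had 84 of 14250 genes called, 37 higher and 47 lower. With the replicate block the count was 165 (84 higher, 81 lower), so the excess of lower genes was not kept. The count without the block depended on the clones as well. It was 26 without E4, 33 without A3, 33 without D12, 42 without B7, 198 without G6 and 290 without F6. Summed per line, 1 gene was called. Genes chosen by the naming rule included SEMA3A (log2 fold change -5.42) and SLC1A1 (-1.61) among the lower genes and the histone genes H1-2 (1.74), H2AC6 (1.31) and H2BC12 (1.29) among the higher, none of which was called with counts summed per line (adjusted p from 0.432 to 0.504 by edgeR, the highest of their alternatives, which went down to 1.07e-10). Leaving out a clone also removed calls by edgeR: SEMA3A without A3 (adjusted p 0.0557) or D12 (0.0507), H2AC6 without A3 (0.0619), E4 (0.108) or B7 (0.0927), and H2BC12 without A3 (0.0847), E4 (0.121) or B7 (0.0853). A total of 38 genes called for IGF2BP3 knockout against parental cells were also called against IGF2BP2 knockout, all in the same direction. Both comparisons use the same IGF2BP3 knockout libraries, which favours a shared direction: their log2 fold changes correlated with r 0.653, and simulated knockouts with no change gave a mean r of 0.449. The simulated libraries held no differences between clones, so a higher observed r need not reflect the lost gene.

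Log2 fold changes of the knockouts, both against the same parental DMSO libraries, correlated across 14368 genes with r 0.398; genes are not independent replicates. Simulated knockouts with no change, measured against shared controls, gave a mean r of 0.608 in 20 simulations. The observed value lay below the lowest simulated one (0.581). The simulation gave parental and knockout libraries the same spread per gene and no differences between clones, so it did not match these data. How much of the observed value shared controls produce was therefore not decided by it. When each knockout was given its own parental sample, r was 0.114 in one arrangement and 0.0900 in the other. No gene was called in both knockouts (0), while 1994 and 690 genes had an unadjusted p under 0.05. As IGF2BP2 knockout had only 2 calls, IGF2BP2 and FSTL3, and its comparison was not simulated, this lack of overlap says little about shared effects.

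Tunicamycin was then compared with DMSO within each genotype, with the line as a term. In parental cells 3854 of 14398 genes were called, 1795 higher and 2059 lower. The replicate block raised the count to 5989, and leaving out replicate 1 of parental sample 1 lowered it to 2519. Of the called genes, 532 changed by over 1 on the log2 scale. HSPA5, which encodes the endoplasmic reticulum chaperone BiP, rose by a log2 fold change of 3.35 (SE 0.0974, adjusted p 1.58e-08 by edgeR), DNAJB9 by 4.04 (adjusted p 7.28e-10 by edgeR) and DDIT3 by 6.81 (adjusted p 5.2e-09 by edgeR). BMP4 fell by 2.14 on the log2 scale (adjusted p 9.61e-09 by edgeR). In IGF2BP3 knockout 4820 of 14265 genes were called, with 3176 when clone D12 was left out and 3174 when clone E4 was. In IGF2BP2 knockout 5678 of 14145 genes were called. The parental group is smaller than the knockout groups, so its count does not rank against theirs, and differences between responses are tested by the interactions. Among genes called in parental cells, 3418 were called in the same direction in IGF2BP3 knockout and 3606 in IGF2BP2 knockout, and none in the opposite direction (0 in both).

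Under tunicamycin, IGF2BP3 knockout differed from parental cells in 105 of 14626 genes, 17 higher and 88 lower. With the replicate block it differed in 333 genes (91 higher, 242 lower). Of the 105 genes, 78 were also called in DMSO, all in the same direction. SEMA3A (log2 fold change -4.62) and PKIB (-1.83) were again among the lower genes chosen by the naming rule. The count was 68 without clone D12, and without a parental replicate it was 29 (sample 1, replicate 1), 55 (sample 1, replicate 2), 31 (sample 2, replicate 1) or 47 (sample 2, replicate 2). Summed per line it was 34. IGF2BP2 knockout had 1 gene called of 14419, IGF2BP2 itself, and 1005 genes with an unadjusted p under 0.05. Without clone G6 the count was 46, and without clone F6 it was 14.

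Whether the knockout changed the response to tunicamycin is asked by the interaction of genotype and treatment. By edgeR without the replicate block, no gene was called for IGF2BP3 knockout against parental cells (0 of 15313, with 255 at an unadjusted p under 0.05). Nor was any called for IGF2BP2 knockout against parental cells (0 of 15178, with 213) or between the knockouts (0 of 14916, with 271). With the block edgeR again called 0 in each, with 522, 537 and 584 genes at an unadjusted p under 0.05 in the same order. Without the block the shares were 1.67%, 1.40% and 1.82% of genes, below the share of 0.05 that unchanged genes would give. The edgeR test without the block was thus conservative, and its counts of 0 are weak evidence for equal responses. Shares with the block were higher but also under 0.05. DESeq2 with the block, added after seeing the data, called 8, 2 and 12 genes. With simulated interactions of 1 on the log2 scale, the edgeR test for IGF2BP3 knockout against parental cells recovered 125 of 200 changed genes. With 0.5 it recovered 66 of 200, so most simulated differences of 0.5 in single genes were missed in that comparison at this depth and replication. The simulated libraries were drawn independently, without differences between replicate numbers. Between the knockouts 148 of 200 were recovered at 1, and 0.5 was not simulated. The interaction for IGF2BP2 knockout against parental cells was not simulated, and neither were differences under 0.5.

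Gene lists fixed beforehand for 3 arms of the UPR were tested with limma's camera, adjusted over 27 list tests by Benjamini-Hochberg. In parental cells all 12 genes of the ATF6 list rose, with a median log2 fold change of 2.16 (adjusted p 2.12e-17 by limma's camera). The count of genes called adjusted over the list alone was 12, equal to that over all genes tested. All 19 genes of the IRE1/XBP1 list rose (median 0.62, adjusted p 2.52e-15 by camera, with 18 called over all genes and 18 adjusted over the list alone). All 19 genes of the PERK/ATF4 list rose as well (median 2.32, adjusted p 3.51e-23 by camera, 19 called both ways). The medians were 2.01, 0.59 and 2.29 in IGF2BP3 knockout and 2.21, 0.61 and 2.22 in IGF2BP2 knockout, in the same order of lists. These 9 calls held under fry and under an estimated correlation. The response of the ATF6 list was smaller in IGF2BP3 knockout than in parental cells, by a median of -0.14, with 0 of 12 genes higher (adjusted p 2.05e-07 by limma's camera). It held with an estimated correlation (adjusted p 0.0418) and not under fry (adjusted p 0.108), and no single gene of the list was called (0 over all genes, 0 adjusted over the list alone; 255 of all genes tested had an unadjusted p under 0.05). Averaged over the list, the response was 2.18 ± 0.0604 (SD, n = 6 line and replicate pairs) in IGF2BP3 knockout and 2.33 ± 0.102 (SD, n = 4) in parental cells. An exact permutation test of these pairs gave p 0.0286, and 0.171 after Benjamini-Hochberg adjustment over 6 list comparisons. Permuting only within replicate numbers, chosen after the result was seen, gave an exact p of 0.01, the smallest it can give, and 0.06 after the same adjustment. Permuting whole lines cannot give a p below 0.1. The IRE1/XBP1 list (median -0.03, adjusted p 0.00373 by camera) and the PERK/ATF4 list (median -0.08, adjusted p 0.00565 by camera) also had smaller responses in IGF2BP3 knockout, and the PERK/ATF4 list had one in IGF2BP2 knockout (median -0.09, adjusted p 0.00568 by camera). None of these 3 held under fry or an estimated correlation. The IRE1/XBP1 call was lost without replicate 1 of parental sample 1 (adjusted p 0.0616), and its median was -0.02 without replicate 2 of that sample, -0.09 without replicate 1 of sample 2 and -0.05 without clone D12 or clone E4. The PERK/ATF4 call in IGF2BP3 knockout was lost without that replicate (0.0813), clone D12 (0.112) or clone E4 (0.0948), and in IGF2BP2 knockout without that replicate (0.0925), clone B7 (0.28) or clone G6 (0.0758). Without clone A3 its median in IGF2BP3 knockout was -0.13, and without clone F6 its median in IGF2BP2 knockout was -0.15. In IGF2BP2 knockout the ATF6 and IRE1/XBP1 responses had adjusted p values of 0.603 and 0.996 by camera.

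**Figure D2:**
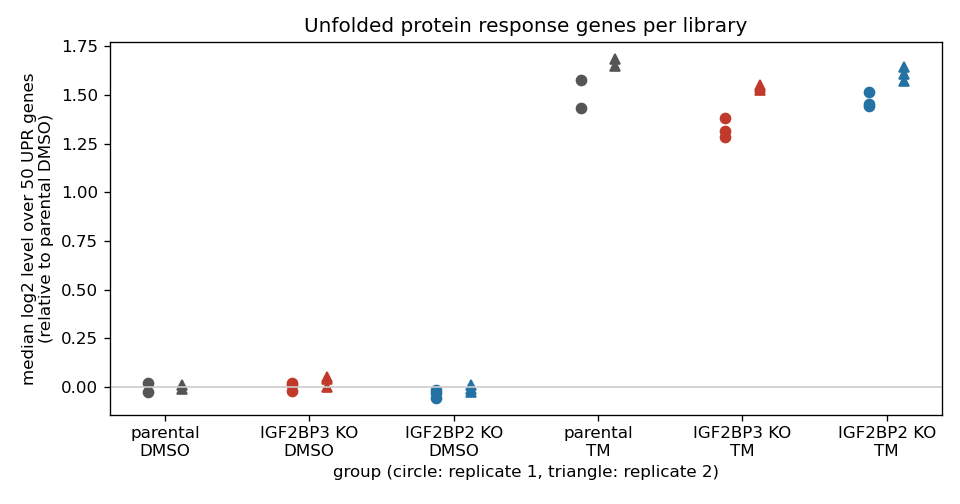
Each point is a library, with the median log2 level of 50 UPR genes relative to parental DMSO libraries on the y axis and its group on the x axis; circles are replicate 1 and triangles replicate 2. Tunicamycin libraries lay between 1.29 and 1.68, and within each replicate number the IGF2BP3 knockout libraries lay below the parental ones.

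In DMSO the p53 target list was higher in both knockouts, with medians of 0.12 (adjusted p 2.01e-08 by limma's camera, 15 of 17 genes higher) in IGF2BP3 knockout and 0.18 (adjusted p 2.08e-07 by camera, 15 of 17 higher) in IGF2BP2 knockout. Both held under fry and an estimated correlation. Adjusted over all genes, 6 of its genes were called in IGF2BP3 knockout and 0 in IGF2BP2 knockout, where 690 of all genes tested had an unadjusted p under 0.05; adjusted over the list alone, 8 and 4 were called. Both comparisons use the same parental libraries. The interferon list had adjusted p values of 0.273 and 0.155 by camera in IGF2BP3 and IGF2BP2 knockout, and the cholesterol list 0.838 and 0.996. Without clone F6 the interferon list fell in IGF2BP2 knockout, by a median of -0.28 (adjusted p 0.000372 by camera). Of the UPR lists in DMSO, the ATF6 list in IGF2BP2 knockout was at a median of -0.08 (adjusted p 0.0723 by camera), and with the replicate block its adjusted p was 0.0103. Over the alternatives that adjusted p ran from 0.00339 without clone F6 to 0.68 with an estimated correlation, and it was also past the threshold without replicate 2 of parental sample 1 (0.0199) and of sample 2 (0.00548). The other UPR list tests in DMSO had adjusted p values of 0.155, 0.691 and 0.273 (IGF2BP3 knockout; ATF6, IRE1/XBP1, PERK/ATF4) and 0.283 and 0.273 (IGF2BP2 knockout; IRE1/XBP1, PERK/ATF4) by camera. Some passed the threshold when 1 line or replicate was left out. In IGF2BP3 knockout these were the ATF6 list without replicate 1 of parental sample 1 (0.0327) or of sample 2 (0.0115) and the PERK/ATF4 list without clone A3 (0.0267) or replicate 1 of parental sample 2 (0.0493). In IGF2BP2 knockout they were the IRE1/XBP1 list without clone F6 (0.0356) and the PERK/ATF4 list without clone F6 (0.00755) or replicate 1 of parental sample 2 (0.0249).

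Lines of one genotype were compared with treatment as a covariate. The 2 parental samples differed in 0 of 14398 genes, with 254 at an unadjusted p under 0.05. With the replicate block 0 were again called, with 1215 at an unadjusted p under 0.05. The IGF2BP3 knockout clones differed in 1089 of 14265 genes, and in 2080 with the replicate block. Without clone E4 the count was 194, and without clone D12 it was 486. The IGF2BP2 knockout clones differed in 3729 of 14145 genes, and in 5844 with the block. Without clone B7 it was 1564, and without clone F6 it was 1659. Of the genes tested on chromosome 8, 366 of 494 (74.1%) differed among IGF2BP2 knockout clones, against 3360 of 13565 (24.8%) on other chromosomes.

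**Figure D3:**
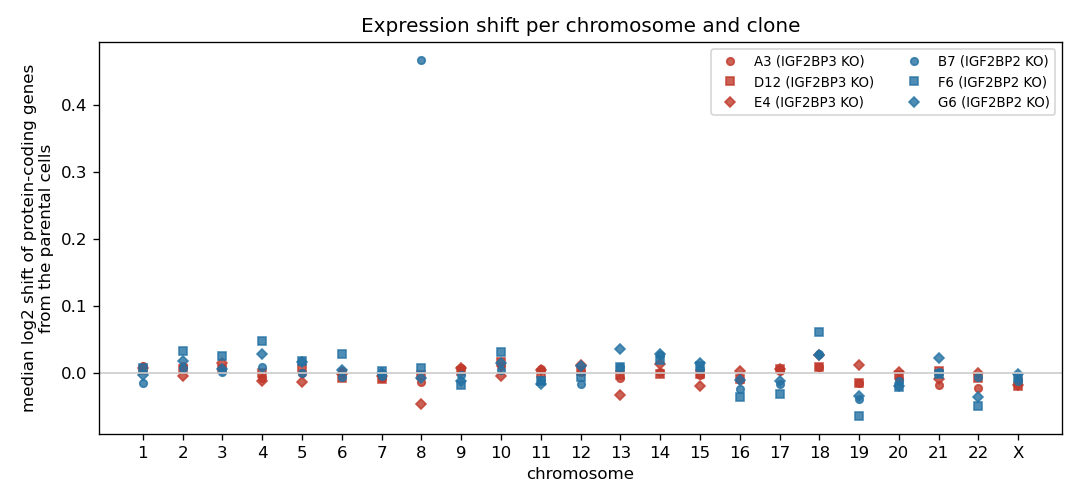
Each point is the median log2 shift from the parental cells of the protein-coding genes of one chromosome (x axis) in one clone, with IGF2BP3 knockout clones in red and IGF2BP2 knockout clones in blue. Chromosome 8 in clone B7 stands at 0.47, and the value next furthest from 0 among IGF2BP2 knockout clones is -0.06.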

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

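The splits of the libraries were planned, and the other tests given here were chosen only after the results were seen. A biological explanation was tested only as the difference between genotypes.

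The response of the ATF6 list to tunicamycin differed between IGF2BP3 knockout and parental cells, by a median log2 difference of -0.1444 in camera's test of the interaction. The tables argue against the difference between replicate numbers as the cause, since the knockout was lower in each replicate number alone (by -0.13 in replicate 1 and -0.17 in replicate 2). Of the splits of the 10 line and replicate pairs, the real one included, 6 of the 210 splits gave a difference as large. With splits made only within replicate numbers it was 1 of the 100 splits. Neither passed adjustment over 6 list comparisons (adjusted exact p 0.171 and 0.06), and the pairs of one line are not independent. What stays open is whether correlation among the list's genes produces the call: fry gave an adjusted p of 0.108 and an estimated correlation gave 0.0418, so correlated genes and a genotype effect cannot be told apart. With 3 clones and 2 parental samples, a weaker ATF6 response may belong to the clones rather than to the lost gene. No single gene was called for the interaction by edgeR (0 genes, with 255 at an unadjusted p under 0.05). With DESeq2 and the replicate block 8 genes were called. For counts of genes called for an interaction, 60 of the 60 splits of the libraries gave as many for IGF2BP3 knockout, 60 of the 60 splits for IGF2BP2 knockout and 60 of the 60 splits between the knockouts, as a real count of 0 makes certain. Keeping lines whole, 10 of the 10 splits did in each of these comparisons.

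The responses of the IRE1/XBP1 list (median -0.03219) and the PERK/ATF4 list (-0.07535) differed between IGF2BP3 knockout and parental cells by camera, and so did the PERK/ATF4 list in IGF2BP2 knockout (-0.08802). With an estimated correlation the lowest adjusted p of these was 0.0909, so correlation among the list's genes is a candidate explanation for these calls. A smaller effect of genotype stays open.

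Some libraries lay far from the rest of their group. IGF2BP2 was at 197.7 CPM in the first tunicamycin library of clone A3, against 177.1 CPM for the nearest. CHAC1 was at 3.132 CPM in the first DMSO library of parental sample 2, against 2.142 CPM. The total count of the first tunicamycin library of clone F6 was 16651438. These 3 came from 138 sets tested, where chance gives 6.9, so chance over the sets is a candidate explanation. No biological explanation was tested for them.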

How the results depend on the processing

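A count of genes was taken to move when it changed by over 1.5 times, and DESeq2 with the replicate block was chosen after seeing the data. With DESeq2's size factors in edgeR, and with no line term, every result tried kept its direction, its side of the threshold and, for counts, stayed within 1.5 times. The cause was not tested for the changes given here, except where fewer libraries or a stricter criterion is the alternative itself.

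Genes called for IGF2BP3 knockout against parental cells in DMSO (235) were 427 with no low-count filter, 513 with the replicate block, 457 with DESeq2, 728 with DESeq2 and the block, 72 with all 32 libraries in one fit, 47 with counts summed per line and 33 above an absolute log2 fold change of 1. In tunicamycin (105) they were 185, 333, 236, 550, within 1.5 times, 34 and 26 in that order. For IGF2BP3 knockout against IGF2BP2 knockout (84) they were 193, 165, 307, 545, 221, 1 and 15. For IGF2BP2 knockout in DMSO (2), DESeq2 gave 12, DESeq2 with the block 33, all 32 libraries 1, counts per line 1 and the log2 criterion 1. In tunicamycin (1), DESeq2 with the block gave 35, and counts per line and the log2 criterion gave 0 (with 750 at an unadjusted p under 0.05 in counts per line). Leaving out the control libraries of clone G6 gave 47 for IGF2BP2 knockout in DMSO and 198 between the knockouts. This was not run for IGF2BP2 knockout in tunicamycin, whose libraries it does not touch.

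For tunicamycin in parental cells (3854), the block gave 5989 and counts per line 5889. Above a log2 fold change of 1 there were 532 genes in parental cells, 475 in IGF2BP3 knockout and 520 in IGF2BP2 knockout. Interactions, with 0 genes, became 1 (IGF2BP3 knockout) and 2 (between knockouts) with no filter, 8, 2 and 12 (IGF2BP3, IGF2BP2, between knockouts) with DESeq2 and the block, and 2 between knockouts with counts per line. Differences among IGF2BP3 knockout clones (1089) were 2080 with the block and 1824 with DESeq2 and the block, and among IGF2BP2 knockout clones (3729) 5844 with the block. The 2 parental samples differed in 4 genes with no filter. The correlation of the knockouts (0.398) was 0.342 at a mean CPM of at least 1, and 0.114 and 0.0900 with separate parental samples.

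The block changed the call of the ATF6 list in IGF2BP2 knockout in DMSO (-0.085), and of no other list or named gene. All 32 libraries (-0.087) and counts per line (-0.096) changed it too. With counts per line IGF2BP3 lost its call in IGF2BP3 knockout in DMSO (-1.485) and tunicamycin (-1.17), IGF2BP2 lost its call in IGF2BP2 knockout in tunicamycin (-0.86), and so did the PERK/ATF4 interaction in IGF2BP3 knockout (-0.064). At a mean CPM of at least 1, IGF2BP3 in tunicamycin (-1.16) had an adjusted p of 0.0501, within a range over its alternatives from 5.86e-06 to 0.164. Fry removed the interaction calls of the ATF6 (-0.144), IRE1/XBP1 (-0.032) and PERK/ATF4 (-0.075) lists in IGF2BP3 knockout and of PERK/ATF4 in IGF2BP2 knockout (-0.088), and an estimated correlation removed the last 3. Without the clone G6 controls the last was -0.047 and not called. Other named genes lost their call 14 times with counts per line and 4 times with all 32 libraries.

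Signs reversed in results near 0. Cholesterol in IGF2BP3 knockout was 0.0031 at a mean CPM of at least 1, 0.0028 with all 32 libraries, 0.010 without clone A3, 0.0034 without D12 and 0.00022 without replicate 1 of parental sample 2. Cholesterol in IGF2BP2 knockout was -0.014 without F6. Interferon in IGF2BP2 knockout was -0.11 at a mean CPM of at least 1, -0.28 without F6, and -0.033 and -0.022 without replicate 2 of parental samples 1 and 2. Interferon in IGF2BP3 knockout was 0.082 without D12, and 0.018 and 0.0094 without replicate 1 of parental samples 1 and 2. In IGF2BP2 knockout the ATF6 interaction was -0.022 without replicate 1 of parental sample 2 and -0.012 without B7, and the IRE1/XBP1 interaction was 0.0068 with counts per line, and 0.011 and 0.020 without replicate 2 of samples 1 and 2. In DMSO, PERK/ATF4 in IGF2BP3 knockout was -0.0014 without D12 and -0.0040 without replicate 2 of sample 1. In IGF2BP2 knockout IRE1/XBP1 was 0.0032 without B7, and PERK/ATF4 -0.00047 without replicate 2 of sample 2 and -0.015 without G6 or its controls. IGF2BP3 in IGF2BP2 knockout in DMSO was 0.0060 at a mean CPM of at least 1, 0.096 without B7, 0.068 without F6, and 0.021 and 0.028 without replicate 1 of samples 1 and 2; in tunicamycin it was -0.083 without G6.

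Leaving out 1 clone or parental replicate at a time, the counts ran from 82 to 274 (IGF2BP3 knockout, DMSO), 29 to 113 (tunicamycin), 1 to 47 (IGF2BP2 knockout, DMSO), 1 to 46 (tunicamycin), 26 to 290 (between knockouts), 2519 to 3706 (tunicamycin in parental cells), 3174 to 4207 (in IGF2BP3 knockout), 194 to 1326 (IGF2BP3 knockout clones) and 1564 to 2820 (IGF2BP2 knockout clones). Interaction medians in IGF2BP3 knockout ran from -0.086 to -0.018 (IRE1/XBP1) and -0.13 to -0.051 (PERK/ATF4), and in IGF2BP2 knockout from -0.022 to 0.052 (ATF6), -0.025 to 0.020 (IRE1/XBP1) and -0.15 to -0.047 (PERK/ATF4). In DMSO they ran in IGF2BP3 knockout from 0.0071 to 0.072 (ATF6) and -0.0040 to 0.070 (PERK/ATF4), and in IGF2BP2 knockout from -0.13 to -0.044 (ATF6), -0.055 to 0.0032 (IRE1/XBP1) and -0.015 to 0.12 (PERK/ATF4). The interferon list ran from -0.18 to 0.082 in IGF2BP3 knockout and -0.28 to 0.039 in IGF2BP2 knockout, and the cholesterol list from -0.0079 to 0.010 and -0.014 to 0.073. IGF2BP3 ran from -1.58 to -0.97 in IGF2BP3 knockout in tunicamycin, and in IGF2BP2 knockout from -0.19 to 0.096 in DMSO and -0.083 to 0.21 in tunicamycin. With 3 clones and 2 parental samples, whole-line splits cannot give a share under 0.1, which limits every genotype comparison.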

Other observations

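The tests of chromosomes outside chromosome 8, the clone G6 control libraries, the p53 list, the SEMA3A neighbours and the histone genes were chosen only after the results were seen; the others were chosen before.

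The libraries were also split in other ways for the counts of genes, and each number of splits given here includes the real one, so that 1 means that no other split gave as many. For IGF2BP3 knockout against parental cells in DMSO, 1 of the 100 splits gave as many genes, and 1 of the 100 splits with replicate numbers balanced. In tunicamycin these were 3 of the 100 splits and 1 of the 100 splits. For IGF2BP2 knockout they were 4 of the 100 splits and 3 of the 100 splits in DMSO, and 4 of the 100 splits and 3 of the 100 splits in tunicamycin. Between the knockouts they were 1 of the 100 splits and 2 of the 100 splits. The largest of the unbalanced splits follow the replicate number, with 4 replicate 1 libraries against 1 replicate 1 and 5 replicate 2 libraries. They gave 150 genes in DMSO and 2380 in tunicamycin for IGF2BP3 knockout, where the real groups gave 235 and 105 in the same fit without a block. For IGF2BP2 knockout they gave 1364 and 189, where the real groups gave 2 and 1. In fits with the replicate block, which were not run for the other splits, the real groups gave 513 and 333 for IGF2BP3 knockout and 3 and 1 for IGF2BP2 knockout. With replicate numbers balanced, clones B7 and F6 against G6 and the parental samples gave 141 and 128. With lines kept whole, 1 of the 10 splits gave as many for IGF2BP3 knockout in DMSO and 1 of the 10 splits in tunicamycin, 3 of the 10 splits for IGF2BP2 knockout in each treatment, and 2 of the 10 splits between the knockouts. With so few lines the genotype and the particular clones cannot be told apart. Between the knockouts, the split of A3, D12 and F6 against B7, E4 and G6 gave 117 genes, more than the real 84. For tunicamycin, 1 of the 100 splits gave as many genes in IGF2BP3 knockout and 1 of the 100 splits in IGF2BP2 knockout. In parental cells 1 of the 18 splits did, which cannot fall under 0.05. For differences among clones it was 1 of the 100 splits for IGF2BP3 knockout and 1 of the 100 splits for IGF2BP2 knockout, and between the parental samples 18 of the 18 splits.

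Genes called in IGF2BP3 knockout could reflect single-cell cloning in general or off-target edits. Genes called with clones A3 and E4 had a median shift in their called direction of 0.30 in clone D12, made with the other guide, against 0.21 in clone F6, the highest of the IGF2BP2 knockout clones. Only 1 clone carries the other guide, its shift is measured against the parental libraries used to call the genes, and F6 reached a similar shift in another leave-out (0.2876, for genes called without E4). Off-target edits of the shared guide and loss of IGF2BP3 therefore cannot be told apart. Against cloning in general, genes called without A3 had a median shift of 0.29 in A3 and at most 0.15 in an IGF2BP2 knockout clone (F6). For genes called without E4, the median shift was 0.2872 in E4, 0.05 in B7 and 0.0092 in G6, but 0.2876 in F6. The criterion required the left-out clone to exceed every IGF2BP2 knockout clone in all 3 leave-outs, and it was not met, so cloning in general and loss of IGF2BP3 cannot be told apart for these genes.

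SEMA3A was lower in the IGF2BP3 knockout clones (log2 shifts -4.90 in A3, -5.59 in D12 and -3.92 in E4), but also in IGF2BP2 knockout clone F6 (-2.84), where IGF2BP3 was near its parental level. Loss of the chromosome segment is argued against: the 10 nearest tested protein-coding genes had median shifts of 0.051 in A3, 0.058 in D12 and 0.040 in E4, and of 0.032 in F6. What lowers SEMA3A stays open, and variation between clones may contribute to it. In this poly(A)-selected RNA, histone genes were higher in IGF2BP3 knockout, with a median of 0.57 over 19 genes, 14 higher and 4 called, but only 1 called with counts summed per line. Histone RNA without a poly(A) tail was not assessed. Over 21 histone genes the medians per clone were 0.31 in A3, 0.30 in D12 and 0.68 in E4, and in IGF2BP2 knockout clones 0.18 in F6, -0.27 in B7 and -0.23 in G6. The difference between replicate numbers is argued against, since the median was 0.51 in replicate 1 and 0.47 in replicate 2 alone. Reads shared among near-identical copies were not tested as a cause, and neither was a biological one.

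Genes differing among IGF2BP2 knockout clones made up a larger share of chromosome 8 (366 of 494 genes tested) than of other chromosomes (3360 of 13565). Most of the differing genes still lay on other chromosomes. In clone B7 the 344 tested protein-coding genes of chromosome 8 had a median shift of 0.47, from 0.46 to 0.48 over library pairs. Each of 6 blocks along chromosome 8 lay between 0.37 and 0.54. This is consistent with an extra copy of chromosome 8 in clone B7, as a hypothesis, since DNA was not analysed here. The furthest shift of another chromosome in these clones was -0.065 (chromosome 19 in F6), and in IGF2BP3 knockout clones -0.046 (chromosome 8 in E4). These medians argue against gain or loss of another whole chromosome. Effects of a chromosome 8 gain on genes of other chromosomes need not shift these medians and were not tested, so the source of the remaining differences stays open. IGF2BP3 was higher in clone G6 by a log2 of 0.35, while chromosome 7 genes there shifted by 0.00016, which argues against gain of chromosome 7.

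The replicate number separated the libraries. The log2 difference between replicates correlated with transcript GC content with rho -0.174 and with transcript length with rho -0.00031, both below the 0.3 set beforehand, which argues against these biases as the main source. It correlated with mean log2 CPM with rho -0.454, and its median was -0.05 for protein-coding genes and 0.28 for other types. The source of the difference stays open, and no biological explanation was tested. In the clone G6 control libraries the UPR level was at most -0.0075, within the range of the other DMSO libraries, which argues against tunicamycin treatment of these libraries. The p53 list was higher in every clone against each parental sample, with a lowest median of 0.081, which argues against chance values of 1 parental sample as the cause. An effect of Cas9 cutting or of cloning was not tested.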
